A study of Dictyostelium discoideum with 8 samples. Its data were reported in "Convergent pairs of highly transcribed genes restrict chromatin looping in Dictyostelium discoideum" (2025).

How the data were processed

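Hi-C libraries were prepared by the authors from growing Dicty cells and from cells starved on agar, with 2 biological replicates at each of 4 stages (8 samples). DNA was digested with DpnII, ends were marked with biotin and ligated in nuclei. Per the study's methods, reads were mapped with bwa mem through the distiller pipeline, and pairs were kept only above a mapping-quality minimum, with reads that map to several places and PCR duplicates removed. A duplicated region therefore loses contacts at this step. The authors brought the replicates to about the same number of reads on the 6 main scaffolds and merged them per stage before calling loops. Read totals were thus about equal between stages, and replicates cannot be compared from the merged calls. Loops were called at a resolution of 2 kb with LASCA and with Chromosight, each with its own threshold, and the authors kept loops that both tools called. Chromosight searched a limited range of distances, which bounds loop size at both ends. LASCA was run with a set number of distance bins, which may bound it further.

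The deposited files used here were 4 lists, 1 per stage, each with 6 columns that give the chromosome, start and end of both anchors. They hold positions and no score, contact count or p-value, so calls were not ranked or filtered. The study's supplement lists a score for each loop, which was not used here. Every anchor was 2000 bp wide and lay on a 2000 bp grid, and both anchors of a loop were on the same chromosome. All columns were used, so the number left out was 0. A list was assigned to a stage by the hour in its name together with the letters that stand for both replicates, which matches the hours in the sample titles. Groups were the 4 stages as the titles give them.

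The lists count positions from 0, as BEDPE does, and positions are printed here counted from 1 with both ends included. The build used for the Hi-C mapping is not named in the study, whereas version 2.7 is named for its RNA data. A gene table of assembly version 2.7 was set against the lists only after a check of register. At the union of all anchors, protein-coding sequence was compared with 21 shifts of up to 10 bins in either direction, and on 6 of 6 chromosomes its peak lay at a shift of 0. Gene positions are not printed for this reason, and genes are named only where they overlap an anchor of a named loop. The table gives no strand, so the planned tests of convergent gene pairs and of gene strand at anchors were not run.

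Loop size was the distance between anchor starts. A loop was consecutive when its span lay at most 2 kb from another loop's span. Coverage was the union of loop spans over the span from the chromosome start to the last loop end, since no reference genome was used here. An anchor was conserved when it lay within 1 bin of an anchor of the other stage, which equals an overlap with an anchor 3 bins wide, and a loop was conserved when both anchors matched a single loop in this way. Chance levels came from 1000 shuffles within each chromosome that kept loop size, and their smallest p is 0.001. Size differences were tested by permuting labels over loops with 100000 resamples, and their smallest p is 1e-05. The order of the stages was tested over all 24 orders and chromosomes by all 64 sign flips. Benjamini-Hochberg adjustment was applied within each family of comparisons (4 stages, 6 pairs or 12 ordered pairs), with 0.05 as the threshold. Shares carry Wilson 95% intervals, which treat the units counted (loops, anchors, pairs or, for coverage, bins) as independent.

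The choice of tests, 42 alternatives and the rule for named loops were fixed before the data were examined. The rule names the longest array per stage, the 3 loops of 0h and of 8h farthest from any loop of the other stage, and the 3 longest stretches without a loop. A further 10 alternatives were chosen after seeing the data: the mean in place of the median for 3 size comparisons, 2 other denominators for coverage, shuffles that avoid loop-free stretches of at least 100 kb for end-to-end loops and for nested and overlapping loops, and the mean, matches within 2 bins and both together for the difference between stages in the size difference of loop classes.

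The code was tested on simulated data. In 20 simulated pairs of lists of 1286 loops with 60% of loops kept, 60.9% were found conserved. Of 40 anchor lists placed at random, 0 gave p under 0.05. All 20 size tests with a shift of 4 kb gave p under 0.05, as did 0 of 20 without a shift. Analyses used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.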

Results

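Hi-C, which joins and sequences DNA fragments that lie close together in the nucleus, was carried out on *Dictyostelium discoideum* (Dicty), a social amoeba whose cells aggregate when starved. The 8 samples fell into 4 stages with 2 biological replicates each. The stages were growing cells before starvation (0h) and cells after 2, 5 and 8 h of starvation on agar (2h, 5h and 8h), which covered the onset of starvation, early aggregation and late aggregation. A chromatin loop here is a pair of 2 kb bins, the loop anchors, that the authors called as a spot of raised contact on the map of a stage. Each stage had 1 list of loops, called on the merged replicates, so no value below has an error between replicates. The tests therefore compared the lists of calls and not the stages as populations, and the intervals covered counting error only. The number of contacts behind each call was not used here.

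To see whether the loop profile changed in extent during development, the calls were counted first. The lists held 1286 loops at 0h, 1311 at 2h, 1269 at 5h and 1267 at 8h, 5133 in all, and the longest list exceeded the shortest by a factor of 1.03. These loops used 2244, 2260, 2172 and 2195 distinct anchor bins, respectively. A bin served as the first anchor of one loop and as the second anchor of another in 8.91% of the anchor bins at 0h, 10.9% at 2h, 11.9% at 5h and 11.3% at 8h. Leaving out chromosome 2 was the alternative that moved these counts most, to 1020 loops at 0h and 1018 at 8h. Loops per Mb, as mean and SD over the 4 lists, ranged from 30.6 ± 1.36 on chromosome 2 to 46.6 ± 2.11 on chromosome 4.

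Loop size, taken from the start of the first anchor to the start of the second, ran from 8 to 38 kb at every stage. The median was 20 kb at each stage, with quartiles of 14 and 26 kb. Between stages the medians differed by 0 kb in all 6 pairs, and the two-sided permutation test gave p = 1 in each. Because sizes lie on a 2 kb grid, the means were compared as well, a choice made after the medians had been seen. Mean size was 20.8 ± 8.09 kb at 0h, 20.9 ± 7.98 kb at 2h, 20.8 ± 7.89 kb at 5h and 20.7 ± 7.96 kb at 8h (SD over loops). The largest difference in means, between 2h and 8h, was -0.171 kb and was within chance (permutation p = 0.585, adjusted p = 0.949 over 6 pairs).

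**Figure D1:**
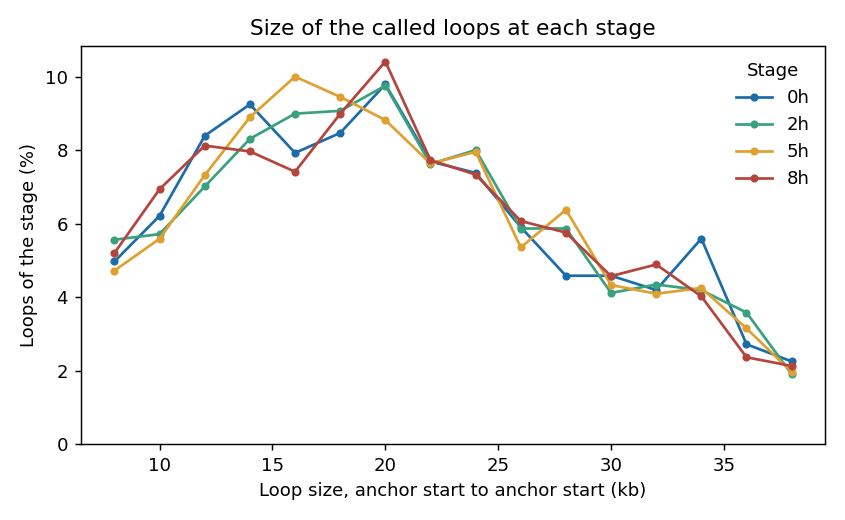
Share of the called loops (%) at each loop size (kb, in steps of 2 kb) for the 4 stages, with 1 line per list. All 4 lines span 8 to 38 kb and have their median at 20 kb.

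The next question was whether loops form arrays, in which one loop follows another. By the study's rule a loop is consecutive when its nearest other loop lies at most 2 kb away, and stand-alone otherwise. Overlap was counted here as no distance, which the study does not specify. By this rule 1096 of 1286 loops at 0h were consecutive (85.2%, Wilson 95% interval 83.2 to 87.1). The share was 88.6% at 2h, 88.0% at 5h and 86.9% at 8h. These shares lie above the share in arrays that the study reports, so its count was not reproduced. Loops placed at random on their own chromosome gave nearly the same shares, with means of 85.4, 86.0, 85.0 and 84.9% over 1000 shuffles. The excess at 0h was -0.184 percentage points (one-sided permutation p = 0.595). At 2h, 5h and 8h the excess was 2.65, 2.97 and 2.02 percentage points, and the adjusted permutation p over the 4 stages was 0.0040, 0.0040 and 0.025. These 3 excesses did not pass the threshold when shuffled loops were kept out of the long loop-free stretches, where the adjusted permutation p was 0.206, 0.206 and 0.425.

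The definition moved this result most. The study describes neighbouring loops of an array as sharing an anchor. When only loops whose anchors met end to end within 1 bin were counted, 57.5% of loops were consecutive at 0h, 61.6% at 2h, 66.0% at 5h and 61.7% at 8h. Shuffled loops reached 37.1, 37.5, 36.8 and 36.7%, and the one-sided permutation p was 0.001 at each stage, the smallest that 1000 shuffles can give. The end-to-end share thus exceeded independent placement by 20.4 percentage points at 0h, 24.1 at 2h, 29.2 at 5h and 25.0 at 8h. Shuffled loops overlapped more than called ones: at 0h 77.1% overlapped another by more than 1 bin, against 48.6% in the list. Shuffles that keep the lower overlap were not run, so how much of the excess goes with it cannot be told.

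**Figure D2:**
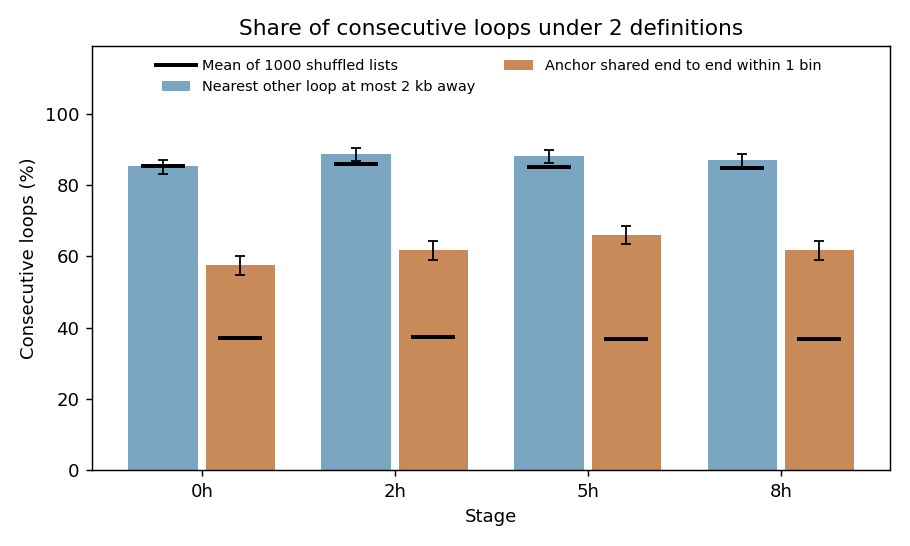
Share of consecutive loops (%) per stage under the 2 kb distance rule and under the end-to-end rule. Bars are shares of the list with Wilson 95% intervals, and black lines are means of 1000 shuffled lists: bars of the distance rule lie within 2.97 percentage points of their line, whereas bars of the end-to-end rule lie 20.4 to 29.2 points above it.

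Consecutive and stand-alone loops were then compared in size by the 2 kb rule. At 0h the median was 20 kb for 1096 consecutive loops and 18 kb for 190 stand-alone loops, a difference of 2 kb (two-sided permutation p = 0.122, adjusted p = 0.489 over the 4 stages). The medians were equal at 2h, 5h and 8h, where both were 20 kb. Means were compared after the medians had been seen. Consecutive loops were larger in mean by 2.30 kb at 0h and 1.66 kb at 2h (adjusted permutation p = 0.0011 and 0.035). At 5h and 8h the difference in means was 0.498 and 1.31 kb and did not pass (adjusted permutation p = 0.469 and 0.063). The result under the 2 kb rule thus depends on the measure. Under the end-to-end rule the difference in medians was 0 kb at 0h and -2 kb at 2h, 5h and 8h. There consecutive loops were the smaller ones (adjusted permutation p = 0.013, 0.036 and 0.013).

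Loop spans, from the start of the first anchor to the end of the second, together covered 22.1 Mb at 0h, 22.7 Mb at 2h, 22.6 Mb at 5h and 22.8 Mb at 8h. As a share of the span from the chromosome start to the last loop end, this was 65.2% (Wilson 95% interval over 2 kb bins 64.5 to 65.9), 67.3% (66.6 to 68.0), 66.7% (66.0 to 67.4) and 67.4% (66.7 to 68.1), respectively. These intervals treat 2 kb bins as independent, although each loop covers a run of adjacent bins. They are therefore too narrow for a comparison of stages. Counting only the sequence between the anchors moved the share most, to 55.8% at 0h.

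Whether loop anchors are kept during development was measured by asking whether an anchor bin of one stage overlaps an anchor of another stage widened by 1 bin on each side. Over the 12 ordered pairs of stages, 74.6 to 80.8% of anchors were conserved, with a mean of 77.2%. Anchors shuffled within their chromosome gave 32.4 to 33.6%. Each of the 12 shares exceeded its shuffles (one-sided permutation p = 0.001, the smallest possible). The highest share, 80.8% (Wilson 95% interval 79.1 to 82.4), was that of 5h anchors at 2h, with 80.9 ± 1.26% as mean and SD over the 6 chromosomes. The lowest, 74.6% (72.7 to 76.3), was that of 2h anchors at 8h, where the chromosomes gave 74.4 ± 3.76%. Requiring the identical bin moved the shares most, to between 42.8 and 51.3%, against a mean of 12.6% in shuffled lists.

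For whole loops, both anchors had to match those of a single loop of the other stage within 1 bin. Between 51.0 and 60.1% of loops were conserved over the 12 ordered pairs, with a mean of 55.4%, against 4.57 to 4.78% in shuffled lists. The one-sided permutation p was 0.001 in each pair. Of the 0h loops, 56.7% (Wilson 95% interval 54.0 to 59.4) were found at 2h, 54.1% (51.4 to 56.8) at 5h and 51.0% (48.3 to 53.7) at 8h. Requiring identical bins at both anchors again moved the shares most, to between 17.3 and 21.7%, whereas matches within 2 bins raised them to between 63.9 and 72.0%. At all 4 stages 451 of the 1286 loops of 0h were found (35.1%, Wilson 95% interval 32.5 to 37.7), and 350 (27.2%) had no match at any other stage. Only 53 of the 0h loops had identical bins at all 4 stages.

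**Figure D3:**
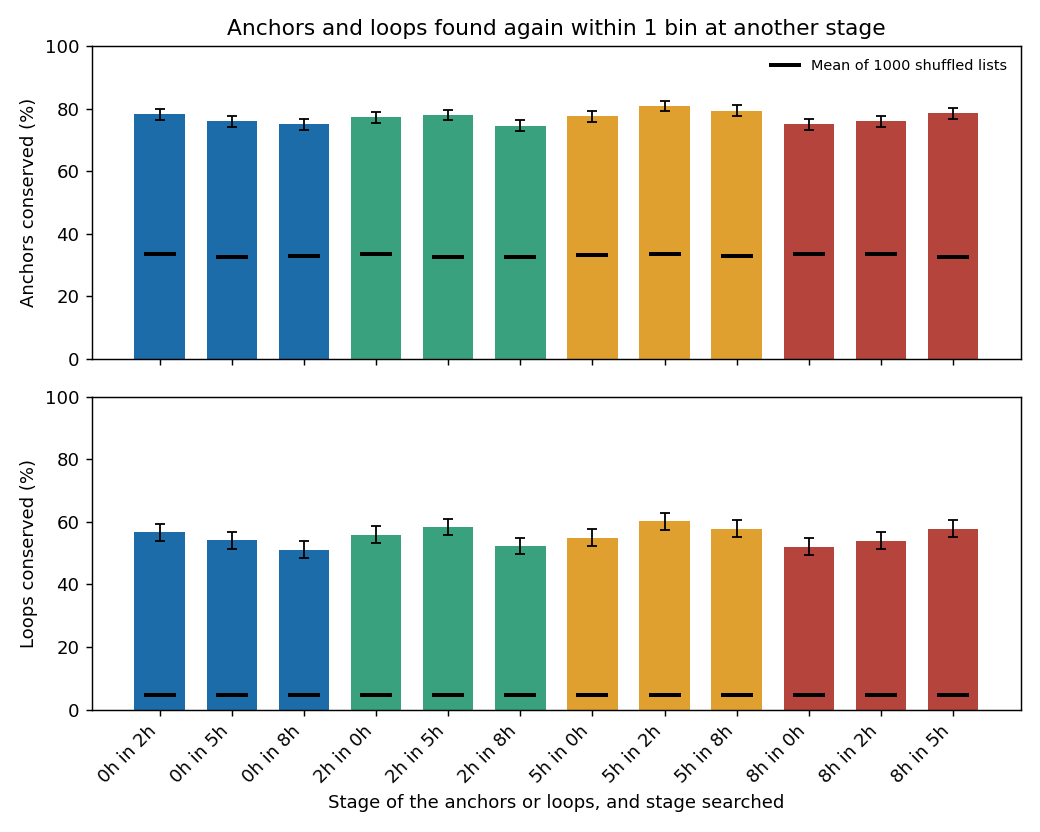
Share of anchors (top, %) and of loops (bottom, %) of one stage found within 1 bin at another stage, for the 12 ordered pairs. Bars carry Wilson 95% intervals and black lines are means of 1000 shuffled lists: anchor shares lie between 74.6 and 80.8%, loop shares between 51.0 and 60.1%.

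If the profile drifts with development, stages further apart should share fewer anchors. Averaged over both directions, the conserved share was 77.6% for 0h with 2h, 79.4% for 2h with 5h and 78.9% for 5h with 8h. It was 76.8% for 0h with 5h, 75.3% for 2h with 8h and 74.99% for 0h with 8h, the pair with the lowest share. The fall with hours apart was matched or exceeded in 2 of the 24 orders of the stages, which gave a one-sided exact permutation p = 0.083, and the smallest that these orders allow is 0.042. Those 2 orders were the real one and its reverse, which gives nearly the same hours apart, so 4 stages leave this test little room to pass the threshold.

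A direct comparison asked whether 0h anchors were kept better at 2h than at 8h. The share was higher at 2h on 5 of the 6 chromosomes, by 2.89 ± 2.18 percentage points (SD over chromosomes; two-sided exact sign-flip permutation p = 0.063). On chromosome 5 the shares were equal, at 78.1%. For whole loops the share was higher at 2h on all 6 chromosomes, by 5.63 ± 3.56 percentage points (exact permutation p = 0.031, the smallest that 6 chromosomes allow). Chromosomes of a single map are not biological replicates, so these values describe the lists.

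Loops found at all 4 stages were compared in size with loops found at a single stage. At 0h the median was 20 kb for the 451 shared loops and 24 kb for the 350 stage-specific ones, a difference of -4 kb (two-sided permutation p = 0.00017, adjusted p = 0.00045 over the 4 stages). The difference was -4 kb at 2h, 5h and 8h as well, each with an adjusted permutation p of 0.00045. Sizes of stage-specific loops also spread more widely, with an SD of 9.46 kb against 6.26 kb at 0h. With matches allowed within 2 bins the difference was -6 kb at 0h and -4 kb at 2h (adjusted permutation p = 2e-05 in each), but 0 kb at 5h and -1 kb at 8h, where it did not pass the threshold.

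The study described these loops as lacking hierarchy, from contact maps averaged over adjacent and more distant anchors. Those maps were not used here. The lists allow a count of nested calls, which is another measure. A loop was nested when its span lay within another or held another. At 0h 31.9% of loops were nested, at 2h 27.5%, at 5h 27.5% and at 8h 23.8%. Shuffled loops gave 35.0% at 0h and 34.4% at 8h, so the planned test for an excess gave a one-sided permutation p of 0.979 at 0h and of 1 at the other stages. A test in the other direction, chosen after these values were seen, gave an adjusted permutation p of 0.026 at 0h and of 0.0013 at 2h, 5h and 8h. Overlap with another loop was seen for 64.3% of loops at 0h, 70.5% at 2h, 70.6% at 5h and 66.0% at 8h, against 80.3% at 0h and 79.7% at 8h in shuffled lists. Counting overlap only above 1 bin, which sets aside loops that share an anchor bin, lowered these shares most, to 42.1% at 8h.

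Contacts between non-adjacent anchors were sought as called loops, whereas the study averaged contacts over such pairs of anchors. Of 511 pairs of loops that met end to end at 0h, 25 had a called loop from the first anchor of the one to the second anchor of the next (4.89%, Wilson 95% interval 3.34 to 7.12). The counts were 18 of 553 pairs at 2h (3.25%), 17 of 578 at 5h (2.94%) and 10 of 529 at 8h (1.89%). Most such pairs span more than 38 kb, the size of the largest called loop. Chromosight's distance limit lay somewhat above this size. A loop also had to be called by LASCA, whose set number of distance bins may impose a shorter limit. Whether pairs longer than 38 kb could enter the lists therefore cannot be told, and pairs beyond either limit could not. Among the 226 pairs at 0h whose joint span was at most 38 kb, the share was 11.1% (7.61 to 15.8). At 8h it was 4.13% of 242 pairs (2.26 to 7.44). With matches allowed within 2 bins, 55 such loops were found at 0h.

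The longest array of loops joined end to end within 1 bin lay on chromosome 5 at each stage. It held 9 loops at 0h (positions 700001 to 892000), 10 loops at 2h (676001 to 892000), 9 loops at 5h (834001 to 1022000, 1 of 2 arrays of that length) and 22 loops at 8h (518001 to 976000, a length of 458 kb). Positions are those of the lists, counted from 1, and the genome build behind them is not stated for Hi-C. The region of the 8h array held 25 loops at 8h, 20 at 0h, 21 at 2h and 23 at 5h. Of the 22 loops of the 8h array, 16 had a match within 1 bin at 0h, 17 at 2h and 22 at 5h.

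**Figure D4:**
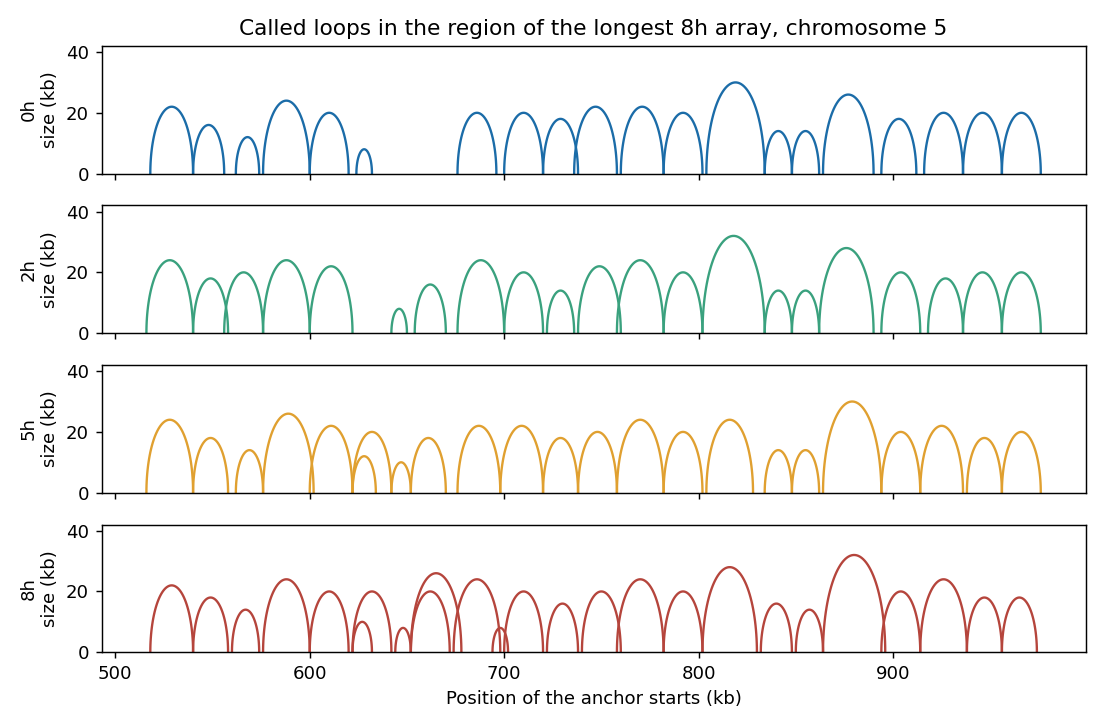
Called loops of each stage in the region of the longest 8h array on chromosome 5, drawn as arcs between anchor starts (horizontal axis, kb) with the height giving loop size (kb). The 8h panel holds 25 loops, 22 of them in a single chain, and the panels of 0h, 2h and 5h hold 20, 21 and 23.

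The 0h loops farthest from any 8h loop were all on chromosome 2. The first had its anchors at 8001 to 10000 and 16001 to 18000, with a distance to the nearest 8h loop of 140 kb summed over both anchors. The second joined 4228001 to 4230000, a bin that overlaps the gene bre1, and 4252001 to 4254000. The third joined 7212001 to 7214000 and 7228001 to 7230000, a bin that overlaps the gene gxcN, and each of these 2 lay 106 kb from the nearest 8h loop. None of the 3 was matched at 2h or 5h. Of the 8h loops farthest from any 0h loop, the first lay on chromosome 6 (882001 to 884000 with 920001 to 922000, 122 kb away) and so did the second (2032001 to 2034000, which overlaps the gene rad50, with 2044001 to 2046000, 108 kb away). Both were also called at 2h and 5h. The third, on chromosome 1 (4274001 to 4276000 with 4296001 to 4298000, 102 kb away), was called at 8h only. Gene positions come from a table of assembly version 2.7, which the study names for its RNA data.

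The longest stretch without a loop at any stage lay on chromosome 2 from 2236001 to 3838000, a length of 1602 kb. This stretch held 177 of the 184 genes of the chromosome named as copy 1 or 2 of a pair, a count made after the stretch was seen. The next were at the start of chromosome 1, from 1 to 204000 (204 kb), and on chromosome 2 from 320001 to 452000 (132 kb). These 3 were the only stretches of at least 100 kb, 1.94 Mb in all. Outside them, loops covered 69.0% of the span at 0h and 71.4% at 8h.

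**Figure D5:**
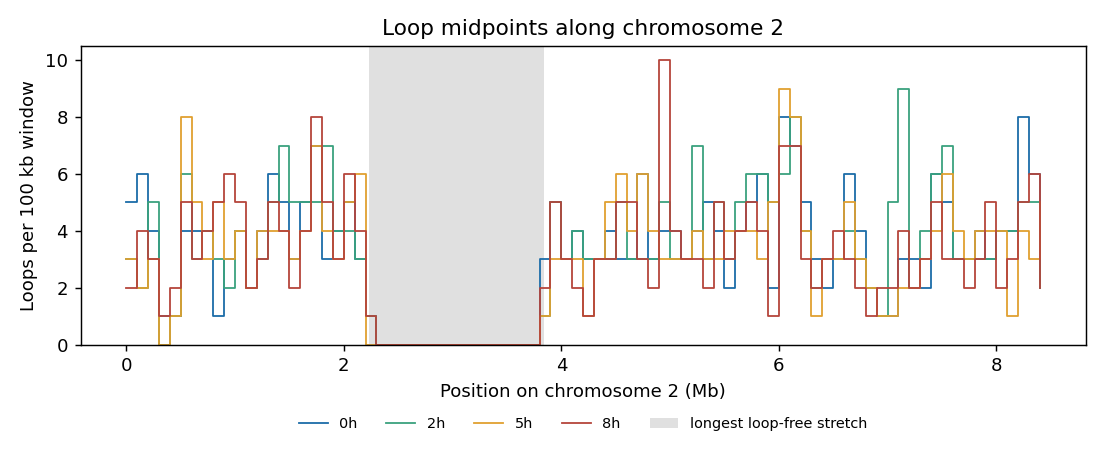
Number of loop midpoints per 100 kb window along chromosome 2 (horizontal axis, Mb) for the 4 stages, with the longest loop-free stretch shaded. No list has a loop between 2236001 and 3838000.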

Values the study reported

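The study counted roughly 1300 loops per stage and put their coverage at 65–68% of the genome. It gave a size range of 10 to 40 kb for these loops. It placed about 70% of the loops in arrays, the longest of which had 10 members. Its main figure on this share shows vegetative cells. The distance rule applied here gave a higher share at every stage, and the end-to-end rule a lower one.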

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

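All tests in this part except the 12 on medians within 1 bin were chosen only after the results were seen. Whether the size difference between loop classes differs between stages was tested first on medians with matches within 1 bin. Of these 12 tests 9 gave a difference of 0, because sizes lie on a 2 kb grid, so they say little (lowest permutation p = 0.526). In 24 further tests on means, or with matches within 2 bins, 5 had an unadjusted p under 0.05 and 2 passed the threshold when adjusted over the 6 pairs of their comparison.

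Both concern loops found at all stages against stage-specific loops, in means with matches within 2 bins. The shared loops were smaller by a mean difference of -4.28 kb at 0h (634 shared and 226 specific loops), -2.56 kb at 2h, -1.16 kb at 5h and -1.26 kb at 8h. The difference at 0h exceeded that at 5h by -3.12 kb (two-sided permutation p = 0.0048, adjusted p = 0.014) and that at 8h by -3.02 kb (permutation p = 0.0029, adjusted p = 0.014). Adjusted over all 24 tests, both had p = 0.058 by permutation and did not pass. With matches within 1 bin the corresponding values were -1.08 and -1.37 kb (permutation p = 0.215 and 0.104), so the pattern depends on the match rule. For 0h against 5h a single chromosome as the cause is argued against, since the value was -2.73 kb or farther from 0 without each of the 6 chromosomes (highest permutation p = 0.028). For 0h against 8h this stays open, since the value without chromosome 4 was -2.24 kb (permutation p = 0.0504). A difference in calling between the lists was not tested, and a change with development stays open as well, as untested.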

How the results depend on the processing

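Of the recomputed values, 210 kept their direction and their side of the threshold or, with no test, moved by less than their interval (for counts, stayed within 1.5 times). That limit for counts is wide: loops fell from 1286 to 1020 at 0h without chromosome 2, and 0h loops at all stages rose from 451 to 634 with matches within 2 bins. The values that kept their direction and side include all recomputed shares of conserved anchors and of conserved loops. The size differences between stages were counted with them because none passed the threshold under any alternative. Their main value of 0 kb has no direction to keep. For 8h minus 5h the value was 2 kb among loops with no match at the other stage and -0.127 kb in means. The level of the loop shares varied widely, up to 82.2 to 87.2% (chance 46.6 to 48.1%) when a match was judged by the overlap of spans instead of by anchors. Counting near-identical calls once removed only 2, 2, 1 and 1 loops at the 4 stages, so it says little about stability. The mean in place of the median, the other denominators, the alternatives for the difference between stages in the size difference of loop classes and the shuffles that avoid loop-free stretches for end-to-end, nested and overlapping loops were chosen after seeing the data.

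The share of consecutive loops depended on its definition. With a distance of 0 kb it was 82.9% at 2h and 81.0% at 8h, under the chance mean but within the range of the shuffles, and 83.6% at 5h, no longer past the threshold. At 0h it was 78.5%, against 83.0% in shuffled lists, below their range. With 4 kb it was 88.3% at 0h, now above chance but not past the threshold. With the end-to-end rule it was 57.5% at 0h, above chance under both shuffles, which place loops independently of each other. The shares of 88.6% at 2h, 88.0% at 5h and 86.9% at 8h were no longer past the threshold once shuffled loops avoided long loop-free stretches, which raised the chance level itself.

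Consecutive loops under the end-to-end rule differed from the rest by a median of -2 kb at 2h, -2 kb at 5h and -2 kb at 8h and passed the threshold. In means under the 2 kb rule consecutive loops were larger by 2.30 kb at 0h and 1.66 kb at 2h, which passed the threshold. The difference in means was 0.498 kb at 5h and 1.31 kb at 8h, which did not pass. Means were not run under the end-to-end rule, and the cause was not tested. Loops found at all stages differed from stage-specific ones by -6 kb at 0h, -4 kb at 2h, 0 kb at 5h and -1 kb at 8h once matches within 2 bins were allowed, and the cause was not tested. The difference between stages in the size difference of shared and stage-specific loops passed the threshold only in means with matches within 2 bins, for 0h against 5h (-3.12 kb) and 0h against 8h (-3.02 kb), when adjusted over 6 pairs.

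Coverage moved with its construction. Between the anchors it was 55.8, 57.9, 57.6 and 57.7% at 0h, 2h, 5h and 8h. Without chromosome 2 it was 68.8, 71.2, 71.1 and 71.7%, and outside long loop-free stretches 69.0, 71.2, 70.6 and 71.4%. Loops with identical bins at all stages numbered 53, as the stricter rule requires. Loops that skip an anchor rose to 55, 35, 37 and 24 at the 4 stages within 2 bins, and so did their share of the pairs (from 4.89 to 8.10% at 0h). The cause was not tested. The higher share of 0h anchors at 2h than at 8h passed the threshold with no offset (4.57 percentage points) and for whole loops (5.63 percentage points), and the cause was not tested.

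No paired analysis was possible because each list was called on merged replicates, although the labels share replicate numbers. For the same reason no replicate was left out in turn. A stricter loop score was not run, since the lists used here hold none, nor were the 7 alternatives on gene strand.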

Other observations

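The tests on the chromosome 2 duplication, merged calls, the 8h array, chance matches by size and gene coverage at tRNA genes were chosen only after the result was seen, and the other tests were set beforehand.

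The longest array held 9 loops at 0h and 22 at 8h. Independent placement of loops is argued against, because the longest chain in 1000 shuffled 8h lists held 11 loops. Random placement with less overlap between loops was not tried. Of its loops, 18 had a match within 2 bins at every other stage (81.8%, against 50.3% of the other 1245 loops of that list, Fisher's exact p = 0.0041). A candidate explanation is that much of the array is present at the other stages and that single missed or shifted calls break the chain elsewhere, where the longest chains in the region held 9, 10 and 7 loops at 0h, 2h and 5h. Chain length would then follow calling more than development. All 22 loops had a match within 1 bin at 5h, which argues against loops that arose only at 8h.

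Loops called at one stage and missing at another were frequent, and 4 explanations were tested. Merging matches within 1 bin over the lists gave 2501 loop sites, of which 1263 were seen at 1 stage, 406 at 2, 289 at 3 and 543 at 4. Merging ran on through calls of other stages, so members of a site can lie more than 1 bin apart. Sites at 4 stages thus outnumber the 451 loops of 0h matched directly at all stages. Sites at 1 stage are not changed by this, and its effect on the other counts was not tested. A single detection rate shared by all loops, fitted at 47.1%, would give 756 sites at 1 stage and 134 at 4 stages. None of 10000 bootstrap samples drawn at that rate fitted as badly, which argues against a single rate with independent calls. Loops present at some stages only, false calls and sites split by larger shifts would each give more sites at 1 stage and stay open. Of the unmatched loops, 28.04% had a match within 2 bins, against 7.71% in shuffled lists, so shifts of 2 bins cover a part at most. Larger shifts were not tested. In 24.8% of unmatched loops both anchors lay at anchors of the other stage, against 9.37% by chance. Anchors are conserved beyond shuffled lists in any case, so this excess does not point to loops joined to other partners, and as most unmatched loops lacked a matching anchor at one end or both, such a change is at most a part of the cause. Calls missed at random would pair stages without regard to time. Of the sites found at exactly 2 stages, 60.3% paired neighbouring stages, against 52.3% from the stage totals (bootstrap p = 0.00050, the smallest that 2000 samples can give), and 2 of the 24 orders of the stages gave as many, the real one and its reverse, which has the same neighbours. This argues against random misses as the whole cause. A gradual change with development stays open as a hypothesis, and so does any batch shared by neighbouring stages, which the lists do not record.

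Stage-specific loops were both larger and smaller than the shared ones. Among loops of 20 to 24 kb, 14.9% had no match at any other stage, compared with 26.4% at 8 to 12 kb (Wilson 95% interval 23.7 to 29.3) and 46.6% at 32 to 38 kb (42.9 to 50.2). Chance matches favour common sizes, so matched loops were smaller than unmatched ones by -1.27 kb even in shuffled lists. The real lists gave -2.19 kb, below the central 95% of the shuffles (-1.95 to -0.602 kb, one-sided permutation p = 0.00999), so chance matches cover a part at most. In shuffled lists every match is by chance, and far fewer loops match than in the real lists. The shuffled value is therefore not the part that chance adds to the real difference, which was not measured. Weaker contact at long distance, with calls nearer the threshold, was not tested, since loop scores were not used here.

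Overlapping loops were rarer than in shuffled lists. Callers that merge neighbouring spots into a single call are a possible explanation, since 10.0% of loops had another loop within 3 bins at both anchors, against 21.6% in shuffled lists. With such near pairs set aside, 42.3% of loops still overlapped another by more than 1 bin, against 72.8% by chance, in each list below all 1000 shuffles. Merging within 3 bins is thus not the whole cause. Suppression of calls over a wider distance was not tested.

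The loop-free stretch of chromosome 2 held 394.5 protein-coding genes per Mb, against 385 in the rest of the chromosome, which argues against a lack of genes. Of the 184 genes of the chromosome named as copy 1 or 2 of a pair, 177 lay in the stretch (96.2%), which makes up 18.9% of the chromosome. The study marks a large duplication on this chromosome. Removal of its reads by the mapping-quality filter is a candidate cause of the missing calls. Whether loops exist there cannot be told from the lists. Such stretches account for a part of the difference in loop density between chromosomes. Without them chromosome 2 rose from 30.6 to 38.4 loops per Mb, and chromosome 1, at 32.2, was the sparsest. Without them the densest chromosome still had 1.46 times as many loops per Mb as the sparsest, compared with 1.55 times before. No biological explanation of the density was tested.

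Gene content at anchors was examined under the limit on the build given above, and on 6 of 6 chromosomes the peak of gene sequence lay at the anchors, which argues against another build. Anchors widened by 1 bin held a tRNA gene in 9.57% of cases as a mean of the stages, against 6.15% for shuffled anchors outside long loop-free stretches. The excess was 1.56-fold as a mean of the stages and had an adjusted permutation p of 0.001 at each stage, under uniform and circular shuffles. It was present on 6 of 6 chromosomes (mean difference at 0h 3.28 ± 2.13 percentage points, exact sign-flip permutation p = 0.031). Anchors overlap more gene sequence than other bins, but shuffled anchors matched on gene coverage held a tRNA gene in 5.76% of cases, so this does not account for the excess. tRNA genes may mark a subset of anchors, as a hypothesis, and most anchors held none. Base composition and mappability around tRNA genes were not tested. Protein-coding genes at anchors were not longer at every stage. Their median length was 1.87 kb as a mean of the stages, against 1.82 kb at shuffled anchors, above the shuffled range at 0h and 2h and within it at 5h and 8h.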
